A study of Bos taurus with 52 samples.

How the data were processed

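RNA sequencing was done on endometrium and on day 17 conceptuses from heifers that had been classed by fertility as infertile (IF), subfertile (SF) or high fertile (HF). The 25 endometrium libraries came from 25 animals in 5 groups of 5: non-pregnant HF (NP-HF), non-pregnant SF (NP-SF), non-pregnant IF (NP-IF), pregnant HF (P-HF) and pregnant SF (P-SF). The pregnant endometrium was taken on day 17, and the day of the non-pregnant samples is not given in the sources used here. The 27 conceptus libraries were 10 from SF recipients, 10 from HF recipients classed as long and 7 from HF recipients classed as short. They came from 19 recipients, 7 for SF, 10 for HF long and 6 for HF short, so that some recipients gave more than 1 conceptus.

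The deposited values were whole-number counts of reads per gene, not normalized, in 1 table of 31651 named genes and 52 libraries. The table also held 1020 empty lines, which were left out. Per the labels' protocols the libraries were made with a strand-marking mRNA kit, and RNA was extracted with a different reagent from endometrium than from conceptuses. No gene was therefore tested for a difference between endometrium and conceptus, and percents of an endometrial level compare across the 2 reagents. Per the submitters' processing notes the tools included HISAT2, StringTie and edgeR and the genome build was UMD3.1. Their versions, their settings and whether counting used strand are not given in the sources used here. The genome table at hand was of another assembly, ARS-UCD2.0, and was used for names only, so that no coordinates are given: 19811 names in the count table were current symbols there, 670 were synonyms and 11920 were of the LOC form, of which 4104 matched a gene ID. These classes of names overlap. Genes with close copies (the IFNT, PAG, TKDP, BOLA and OAS1 families) and genes that overlap others have uncertain read assignment.

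Each column of the table was given to the sample whose title it carried. For 22 conceptus samples the description named another animal or length than the title. The titles were used, and the mapping by descriptions was tried as an alternative. The sample sheet of a conceptus library was not part of the column names, as had been assumed, and was read from the description fields, matched by animal number and length: 20 libraries were on the first sheet and 7 on the second. The second sheet held 3 SF and 4 HF short libraries and no HF long library.

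Genes with low counts were removed with filterByExpr (minimum count 10, minimum total count 15), library sizes were scaled by TMM, and each comparison was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. All 25 endometrium libraries were fitted together with 5 groups (19606 genes). The conceptus libraries were fitted with 2 groups, SF and HF (15678 genes), with 3 groups (16330 genes), and with a slope on log2 length in the 20 conceptuses whose titles gave a length (15592 genes), each with the sample sheet as a covariate. Values after ± are standard errors (SE) of log2 fold changes, as implied by the fold change and its test, unless SD is written. Normalised read counts (CPM) were computed from the deposited counts with the same scaling. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

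The groups, tests, gene lists, processing alternatives and the rule for named genes were fixed before the data were examined. The rule took, per comparison, among called genes with a mean of at least 5 CPM in the higher group and at least 80% of library pairs ordered as the fold change, the 10 largest changes each way, and up to 4 members of each list with the smallest p. Members of a list that were not called are given as values. Results for some genes are not reported here. The 22 lists were interferon-stimulated genes, MHC class I and antigen processing, uterine secretory and transport genes, hormone and growth factor receptors, prostaglandin and glucocorticoid synthesis, extracellular matrix and adhesion, cell cycle, markers of immune, epithelial, ciliated, stromal, endothelial, smooth muscle and red blood cells, trophoblast secreted products, trophectoderm transcription and keratin genes, epiblast, primitive and visceral endoderm, mesoderm and gastrulation, lipid metabolism, glycolysis, and uterine cell transcripts in a conceptus. Lists share some members. The last one holds stromal and hormone receptor genes of other lists. Lists were tested with camera in limma at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. With the preset correlation, 9 lists passed in P-HF against NP-HF and 5 in P-SF against NP-SF. With the estimated correlation 1 and 2 of these held, and in no other comparison did a list hold. Counts of called members are also given adjusted over the list alone. A list score was the mean log2(CPM + 1) of its members.

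Alternatives were size factors as in DESeq2, no filter, a stricter filter at 5 CPM, DESeq2, limma-voom with quality weights, a robust fit, the 2 compared groups alone, each replicate left out in turn, no sample sheet term, the first sheet alone, the recipient as a random block, the recipient as a fixed block, counts summed per recipient, the first-listed conceptus of each recipient, the mapping by descriptions, and for camera and the relations those named with them. Alternatives chosen after the data were seen left out each recipient in turn, left out the conceptus libraries with the highest endometrial gene levels, added a score of uterine transcripts as a covariate, used the second sheet alone, used limma-voom without weights and block, and left out P-HF replicate 1 together with P-SF replicate 5.

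The animal numbers in the titles pair conceptuses of the same recipient. The deviations of such pairs from their group means had a median correlation across genes of 0.401 (range 0.0151 to 0.70, 8 pairs, 6 of them over 0.1), against -0.0406 for other pairs. Values with the recipient as a random block, which come from limma-voom and not from edgeR, are given beside many of the conceptus results, and part of the calls lost in them were lost in limma-voom without the block too. Fits without the block treat conceptuses of 1 recipient as independent.

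Replicate libraries of the same group differed by more than counting noise: the smallest chi-square per degree of freedom between any pair was 19.6, and none was counted as a repeat. The full procedure was tested on simulated counts drawn from the means and library sizes of these samples with known changes. Over the 12 comparisons it recovered 15.2% to 59.7% of genes changed 1.5-fold, 52.2% to 76.6% of genes changed 2-fold and 65.2% to 100% of genes changed 4-fold, with at most 8 false calls. The upper ends are those of the length trend, where the change is a slope on log2 length. In the comparisons of groups the highest were 46.3%, 76.1% and 89.4%. Correlation between conceptuses of 1 recipient was not among the named properties of the simulation, so that the false calls may not cover it. Total counts per library were 17.1 to 27.3 M reads in endometrium and 20.5 to 47 M reads in conceptuses. Tests of single values were two-sided exact or permutation tests unless named one-sided.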

Results

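Gene expression was measured in the endometrium and in conceptuses of fertility-classified heifers. Each endometrial group (NP-HF, NP-SF, NP-IF, P-HF and P-SF) held 5 animals, and the conceptuses were 10 from SF recipients, 10 long ones from HF recipients and 7 short ones from HF recipients. Total counts were 17.1 to 27.3 M reads per endometrial library, with 23085 to 24500 genes detected, and 20.5 to 47 M reads per conceptus library, with 18818 to 22694 genes detected. The 10 most abundant genes took 3.06% to 4.54% of the counts in endometrium and 12.1% to 19% in conceptuses. In conceptuses 2 non-coding RNAs, RN7SL1 and RMRP, took 1.5% to 8.55% of the counts.

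The first question was what pregnancy changed in the endometrium of HF heifers. Interferon-stimulated genes, the known response of the uterus to interferon tau from the ruminant conceptus, rose together: all 52 tested members of the list were called higher in P-HF than in NP-HF, with a median log2 fold change of 3.97. ISG15, a ubiquitin-like modifier, rose by 7.54 ± 0.78 (5 against 5 animals), from a mean of 5.47 ± 1.80 CPM (SD) to 1013 ± 363 CPM. MX2 (7.20 ± 0.81), RSAD2 (6.71 ± 0.73) and IFIT3 (5.52 ± 0.44) are antiviral effectors that rose with it. The genes with the smallest p in this list were PARP9 (2.75 ± 0.18, adjusted p = 1.4e-09) and IRF7 (3.87 ± 0.26). This list held with an estimated correlation (adjusted p = 0.00061). Of 22 genes of MHC class I and antigen processing 15 rose (17 adjusted over the list alone), among them TAP1 (2.06 ± 0.24), which carries peptides into the endoplasmic reticulum, B2M (1.68 ± 0.21), the light chain of class I molecules, and PSME2 (1.08 ± 0.11), a proteasome activator subunit. That list had an adjusted p = 0.19 with an estimated correlation.

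Stromal genes moved the other way in HF heifers. Of 14 stromal cell markers 9 fell (9 adjusted over the list alone) and none rose, with the fibrillar collagens in front: COL3A1 fell by 1.88 ± 0.24 (5 against 5 animals), from 6954 ± 2550 CPM (SD) to 1887 ± 576 CPM, COL1A1 fell by 1.63 ± 0.24, COL1A2 by 1.55 ± 0.23 and COL5A1 by 1.47 ± 0.23. The small proteoglycans DCN (-0.27 ± 0.14) and LUM (-0.19 ± 0.14), named after their values were seen, were not called. Of 28 genes of extracellular matrix and adhesion 10 fell and 2 rose (12 and 3 adjusted over the list alone), including MMP2 (-1.08 ± 0.23), a gelatinase, COL6A1 (-1.03 ± 0.19) and THBS2 (-2.44 ± 0.56). P-HF replicate 4 stood apart in this list (score 5.74, other P-HF 6.13 to 6.28), and without it these 3 were at -0.90, -0.92 and -2.28 and stayed called. Endothelial markers had 2 of 10 lower (TIE1 -1.05 ± 0.19), mesoderm and gastrulation genes 6 of 15 lower and 3 higher, and uterine cell transcripts, which share the collagens, 6 of 15 lower. None of these lists held with an estimated correlation: the adjusted p = 0.33 for stromal markers, adjusted p = 0.60 for extracellular matrix, adjusted p = 0.62 for endothelial markers and adjusted p = 0.35 for uterine cell transcripts.

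Some epithelial, secretory and metabolic genes were called as well. CDH1 (0.75 ± 0.14), the epithelial cadherin, CLDN4 (1.52 ± 0.30) and CLDN3, tight junction proteins, were the 3 of 15 epithelial markers that rose. Of 38 lipid metabolism genes 14 rose and 1 fell (16 and 2 adjusted over the list alone), among them FABP3 (3.37 ± 0.70), a fatty acid carrier, PLIN2 (0.90 ± 0.15), a lipid droplet coat protein, and ACSL5 (0.62 ± 0.11), which activates fatty acids. Of 43 uterine secretory and transport genes 10 rose and 3 fell (11 and 3 adjusted over the list alone). CRYGS (3.75 ± 0.82) and CTSB (0.74 ± 0.17), a lysosomal protease, rose, and MSTN (-1.80 ± 0.38), a growth inhibitor of the TGF-beta family, fell. Among 18 receptors 4 fell and 3 rose, led by OXTR, the oxytocin receptor, which fell by 2.90 ± 0.50, from 48.5 ± 34.0 CPM (SD) in NP-HF to 6.50 ± 2.75 CPM in P-HF. GHR (-1.51 ± 0.34), the growth hormone receptor, fell too. Of 22 prostaglandin and glucocorticoid genes 2 rose, PTGIR (1.16 ± 0.30) being the prostacyclin receptor, and 3 fell. CD68 (0.69 ± 0.12) and AIF1 (0.92 ± 0.18), macrophage genes, were among 4 of 24 immune cell markers that rose, while 2 fell. NP-HF replicate 4 stood apart in this list (score 2.89, other NP-HF 2.36 to 2.45). Glycolysis genes had 6 of 22 higher and 6 lower. The adjusted p = 0.33 with an estimated correlation for lipid metabolism, adjusted p = 0.55 for epithelial markers and adjusted p = 0.59 for secretory genes.

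In total, edgeR called 4081 of 19606 genes between P-HF and NP-HF, 1997 higher and 2084 lower, of which 600 and 680 changed at least 2-fold. The smallest and largest counts with 1 library left out were 3119 and 4400. The day of the non-pregnant samples is not given in the sources used here, so that a difference in cycle day may be part of this comparison.

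Pregnancy in SF heifers brought the same list of interferon-stimulated genes up: all 52 tested members were called higher in P-SF than in NP-SF, with a median of 3.33. ISG15 rose by 5.46 ± 0.70 (5 against 5 animals), from 17.7 ± 25.1 CPM (SD) to 776.6 ± 422 CPM, and MX2 (5.73 ± 0.75), RSAD2 (5.25 ± 0.68) and IFIT3 (4.69 ± 0.42) rose as well. MHC class I and antigen processing had 14 of 22 members higher (21 adjusted over the list alone), with TAP1 at 1.76 ± 0.24, B2M at 1.41 ± 0.21 and PSME2 at 1.04 ± 0.11. Both lists held with an estimated correlation, with an adjusted p = 3.9e-05 for interferon-stimulated genes and 0.024 for MHC class I. NP-SF replicate 5 stood apart in the interferon list, with a score of 5.35 against 4.34 to 4.55 in the other 4 NP-SF libraries. The ISG15 interaction given below became smaller without this library, so that the size of the ISG15 change in SF heifers rests in part on it.

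Of 38 lipid metabolism genes 5 rose in P-SF against NP-SF (10 higher and 1 lower adjusted over the list alone), among them PLIN2 (0.93 ± 0.15) and ACSL5 (0.68 ± 0.11). FABP3 (2.56 ± 0.68) was called, and its adjusted p ranged from 0.0046 to 0.19 over its alternatives. AIF1 (0.93 ± 0.18) was the 1 of 24 immune cell markers that rose, and PTGIR (1.32 ± 0.30) the 1 of 22 prostaglandin and glucocorticoid genes. MUC16, a large mucin of the uterine surface, rose by 1.60 ± 0.41, from 32.3 ± 14 CPM (SD) to 97.5 ± 37.6 CPM, as the 1 called member of 28 in the extracellular matrix and adhesion list. Its adjusted p ranged from 0.0059 to 0.084 over its alternatives. None of the 14 stromal markers was called by edgeR in the reported fit (1 lower adjusted over the list alone). COL3A1 was at -0.67 ± 0.24 and COL5A1 at -0.77 ± 0.23. The adjusted p of COL5A1 ranged from 0.018 to 0.19 over 18 alternatives, of which 13 left it uncalled. No gene of 43 in the secretory list or of 18 receptors was called, and OXTR was at -0.76 ± 0.49 (named after its values were seen). Among the largest decreases were ST8SIA2 (-1.47 ± 0.30), H19 (-1.08 ± 0.25), an imprinted non-coding RNA, and FBN2 (-0.94 ± 0.22), a microfibril protein. For lipid metabolism the adjusted p = 0.53 with an estimated correlation, with adjusted p = 0.53 for immune cell markers and adjusted p = 0.61 for secretory genes. In total edgeR called 798 of 19606 genes, 624 higher and 174 lower, of which 342 and 16 changed at least 2-fold. Without P-SF replicate 5 the count was 425, and DESeq2 called 1210.

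**Figure D1:**
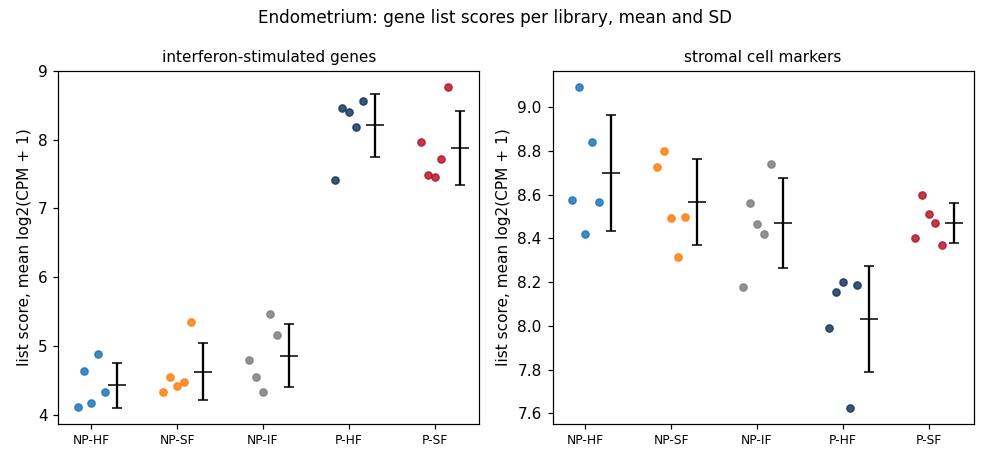
Mean log2(CPM + 1) of the interferon-stimulated genes and of the stromal cell markers in each of 25 endometrium libraries, by group, with 1 point per library and the group mean and SD. Interferon scores of all pregnant libraries (7.42 to 8.77) lie above those of NP-SF (4.34 to 5.35), with P-HF replicate 1 lowest and P-SF replicate 5 highest among the pregnant ones, and stromal scores of P-HF (7.63 to 8.20) lie below those of P-SF (8.37 to 8.60).

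The next question was whether pregnancy changed the same genes in both classes. Of the 624 genes higher in P-SF than NP-SF, 571 (91.5%) were also higher in P-HF than NP-HF, where 63.6 were expected for independent lists. Of the 174 lower genes 142 (81.6%) were shared, where 18.5 were expected. No gene was called in opposite directions. Another 1426 genes were called higher and 1942 lower in HF heifers alone, and 1362 and 1798 of these had the same sign in SF heifers. The test of the difference between classes called 1 gene. Across the 4166 genes called in either class, fold changes correlated with r = 0.848 the slope of SF on HF changes was 0.563 and 95% had the same sign. Across all 19606 tested genes r was 0.68, the slope 0.502 and the share with the same sign 72.9%. Genes are not independent replicates, and the 2 comparisons share no library. Of the 4166 genes 4081 were called in HF heifers, and such a choice favours large HF changes. Error in the HF changes also lowers a slope, so that slopes under 1 do not by themselves show a weaker response in SF heifers.

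Whether the change differed between classes was tested as an interaction. CILP, a cartilage matrix protein, was the 1 gene called by edgeR (interaction 1.38 ± 0.22, adjusted p = 0.041, 5 animals in each of 4 groups). It falls outside the rule for named genes, and its adjusted p ranged from 5.8e-05 to 0.14 over 27 alternatives, of which 10 kept the call. All 14 stromal markers had positive interactions (median 0.44), that is, a higher pregnancy change in SF than in HF heifers, and 3 passed adjusted over the list alone: COL1A1, COL3A1 and COL1A2, the last at 1.24 ± 0.32. Their list had an adjusted p = 0.12 with an estimated correlation. Uterine cell transcripts, which share collagens with it, had 3 of 15 past the threshold adjusted over the list alone (adjusted p = 0.056 with an estimated correlation), with OXTR at 2.14 ± 0.68. Among the 18 receptors, a list that also holds OXTR, 0 passed adjusted over the list alone. The interferon list had a median of -0.51 with 0 called members (ISG15 -2.07 ± 0.86; adjusted p = 0.57 with an estimated correlation). In that list NP-SF replicate 5 (score 5.35), P-HF replicate 1 (7.42) and P-SF replicate 5 (8.77) lay outside the range of the rest of their groups, and without NP-SF replicate 5 ISG15 was at -0.64. The extracellular matrix list had an adjusted p = 0.57 with an estimated correlation and the mesoderm list an adjusted p = 0.24. At an unadjusted p under 0.05 there were 1336 genes, where 980 were expected by chance, DESeq2 called 3 and limma-voom 0. Of 20 fits with 1 library left out, 15 lost the call, and without both P-HF replicate 1 and P-SF replicate 5 there were 45 calls, 15 higher and 30 lower. These 2 libraries were picked because they lay with the other class, so that the 45 calls do not test the interaction.

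Between P-SF and P-HF directly, stromal markers lay to 1 side. All 14 had positive fold changes (median 0.36), and 7 passed adjusted over the list alone, but edgeR called none over all genes in the reported fit. Of 18 alternatives, 14 left COL3A1 uncalled, 17 left COL1A2 uncalled (lowest adjusted p = 0.029) and 18 left COL1A1 uncalled. COL3A1 was at 0.94 ± 0.24 (adjusted p = 0.17; 5 against 5 animals), COL1A2 at 0.78 ± 0.22 and COL1A1 at 0.71 ± 0.24. Endothelial markers had positive values in 10 of 10 genes (median 0.37, 1 past the threshold adjusted over the list alone), and smooth muscle markers in 10 of 10 (median 0.47). In the smooth muscle list P-SF replicate 5 was highest (score 5.96, other P-SF 4.81 to 5.26, P-HF 4.65 to 5.22). The interferon list lay lower in P-SF (median -0.27), with 0 of 52 members called. P-SF replicate 5 (score 8.77) and P-HF replicate 1 (7.42) stood against this: the other P-SF scored 7.45 to 7.97 and the other P-HF 8.19 to 8.56. With an estimated correlation, the adjusted p = 0.27 for stromal markers, for endothelial markers, for mesoderm genes and for uterine cell transcripts, 0.74 for interferon-stimulated genes, 0.66 for extracellular matrix, and 0.67 for epithelial and for smooth muscle markers.

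Over all genes edgeR called 0 between P-SF and P-HF, with 1984 at an unadjusted p under 0.05, where 980 were expected by chance, while DESeq2 called 95 and limma-voom 24. The count rested on 2 libraries: without P-SF replicate 5 it was 116, without P-HF replicate 1 it was 13, and without both it was 634, 285 higher and 349 lower. Those 2 libraries lay with the other class on the first principal component (26.3% of the variance). They were left out together for that place. Such a choice by itself favours calls between classes, so that the results without both do not test a class difference. P-HF replicate 1 was at 25.11, among P-SF replicates 1 to 4 (14.07 to 25.12), and P-SF replicate 5 was at 70.58, beyond P-HF replicates 2 to 5 (58.83 to 62.00). COL3A1 had an adjusted p of 0.0078 without both libraries, and over all its alternatives the range was 0.0078 to 0.49.

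**Figure D2:**
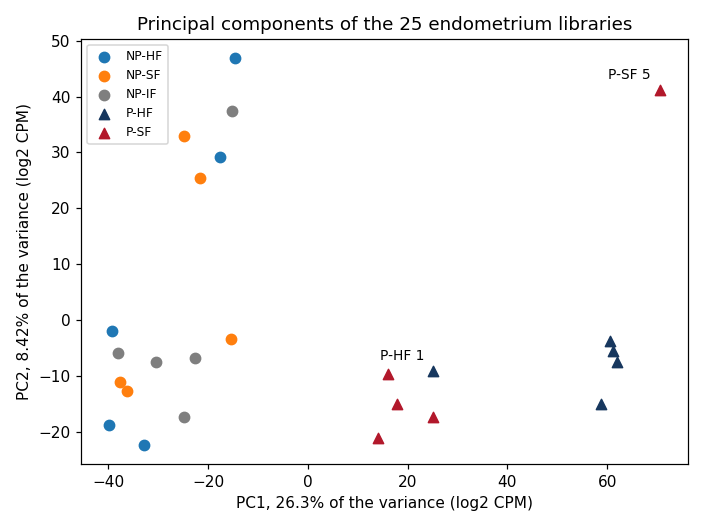
First and second principal components of 25 endometrium libraries, 1 point per library, coloured by group, with the share of variance on each axis. On the first component (26.3%) P-HF replicate 1 (25.11) lies among P-SF libraries and P-SF replicate 5 (70.58) beyond the P-HF libraries, while on the second (8.42%) P-SF replicate 5 (41.22) lies far from all other pregnant libraries (-21.19 to -3.79).

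The non-pregnant groups were compared to ask whether fertility class alone differed in the endometrium. In NP-SF against NP-HF, OXTR was at -2.38 ± 0.49 (5 against 5 animals; 9.30 ± 5.28 against 48.5 ± 34.0 CPM, SD), MUC16 at -1.67 ± 0.41, GRP, gastrin-releasing peptide, at -1.03 ± 0.28 and MSTN at -1.31 ± 0.37. These 4 were lower adjusted over the list alone, and edgeR called none of them over all genes in the reported fit. Of 17 alternatives for OXTR, 16 left it uncalled, and its lowest adjusted p was 0.03. Interferon-stimulated genes had positive fold changes in 47 of 52 members (median 0.20, ISG15 at 1.69 ± 0.64), beside 1 high NP-SF library, replicate 5, with a score of 5.35. Cell cycle genes had a median of -0.19, immune cell markers of -0.17 (beside 1 high NP-HF library, replicate 4, with a score of 2.89 against 2.36 to 2.45 in the others), stromal markers of -0.13, endothelial markers of 0.20, smooth muscle markers of 0.31 and 3 red blood cell markers of 0.49. With an estimated correlation, the adjusted p = 0.15 for red blood cell markers and for uterine cell transcripts, 0.17 for receptors, 0.19 for cell cycle genes, 0.46 for immune cell markers, 0.49 for endothelial markers, and 0.68 for interferon-stimulated genes, stromal and smooth muscle markers. Of 19606 genes edgeR called 0, with 709 at an unadjusted p under 0.05, where 980 were expected by chance, DESeq2 called 4 and limma-voom 0.

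In NP-IF against NP-HF, 6 of 24 cell cycle genes were lower adjusted over the list alone and 22 of 24 had negative fold changes (median -0.36). TOP2A, a topoisomerase of dividing cells, was at -1.07 ± 0.32 (5 against 5 animals; 2.83 ± 1.14 against 5.96 ± 2.65 CPM, SD) and MKI67, a proliferation marker, at -1.14 ± 0.37. The list had an adjusted p = 0.061 with an estimated correlation. CPA3, a mast cell protease, was at -0.95 ± 0.24, lower adjusted over the list alone. Interferon-stimulated genes had positive fold changes in 49 of 52 members (median 0.46, ISG15 at 1.91 ± 0.64). At an estimated correlation, the adjusted p = 0.40 for interferon-stimulated genes, immune, stromal and uterine cell lists, and 0.75 for extracellular matrix. Here edgeR called 0 genes, with 1070 at an unadjusted p under 0.05, DESeq2 called 2 and limma-voom 0. Without NP-HF replicate 2 edgeR called 1. In NP-IF against NP-SF, MUC16 was at 1.35 ± 0.41. It was higher adjusted over the 15 uterine cell transcripts alone, but not over the 28 extracellular matrix and adhesion genes alone. The interferon list had a median of 0.20 (adjusted p = 0.94 with an estimated correlation). There edgeR called 0 genes, with 784 at an unadjusted p under 0.05, DESeq2 called 10 and limma-voom 0.

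The conceptus comparisons asked what differed between conceptuses of SF and HF recipients. In SF conceptuses, FABP3, a fatty acid carrier, rose by 0.78 ± 0.12 (10 against 17 conceptuses), from 210.9 ± 38.8 CPM (SD) to 366.4 ± 104 CPM, and ELOVL6, a fatty acid elongase, by 0.60 ± 0.11. GPAM, the first enzyme of glycerolipid synthesis, fell by 0.98 ± 0.20. SERPINF2, the main inhibitor of plasmin, rose by 1.28 ± 0.22, from 4.99 ± 1.46 CPM (SD) to 11.8 ± 5.11 CPM. GATA3, a trophectoderm transcription factor, fell by 1.16 ± 0.24, from 102.6 ± 52.6 CPM (SD) to 46.0 ± 11.9 CPM, together with the homeobox genes DLX5 (-1.19 ± 0.25) and MSX2 (-0.90 ± 0.20) and the T-box gene TBX3 (-1.01 ± 0.22). All of these were called also with the recipient as a random block (adjusted p from 0.023 for FABP3 to 0.041 for DLX5 and MSX2) and with counts summed per recipient (from 0.028 for FABP3 to 0.039 for MSX2). Over all alternatives the adjusted p ranged from 3.2e-06 to 0.79 for FABP3, from 7.8e-06 to 0.72 for SERPINF2 and from 1e-04 to 0.81 for GATA3, the highest being those of the 7 libraries of the second sheet.

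Of 27 primitive and visceral endoderm genes 6 rose in SF conceptuses (8 adjusted over the list alone) and none fell, among them HNF4A (0.62 ± 0.15), a transcription factor of visceral endoderm, APOE (0.83 ± 0.20), an apolipoprotein, and AMN (1.28 ± 0.33), an endocytic receptor subunit. With the recipient as a random block these 3 were no longer called (adjusted p = 0.062, 0.059 and 0.077), and 2 members of the list were called (6 adjusted over the list alone). SF replicate 7 stood apart in this list (score 2.36, other SF 3.0 to 3.68). The highest scores were those of HF long replicates 8 and 9 (3.78 each). Of 20 trophectoderm genes 5 fell (8 lower and 1 higher adjusted over the list alone), and 3 fell with the block (6 lower and 1 higher adjusted over the list alone). HAND1, a trophoblast transcription factor, fell by 3.05 ± 0.70, from 67.3 ± 67.3 CPM (SD) to 8.02 ± 6.38 CPM, but had an adjusted p = 0.097 with the block and 0.044 with counts summed per recipient. In the epiblast list 1 of 9 genes rose (5 adjusted over the list alone), TDGF1 (1.45 ± 0.42), a co-receptor of nodal (adjusted p = 0.052 with the block). Of 26 extracellular matrix genes 5 rose, with LGALS3 (0.96 ± 0.19), a galectin, also called with the block (adjusted p = 0.029), where 1 was called (4 adjusted over the list alone). SF replicates 5, 6 and 9 were highest in this list (scores 5.28, 5.04 and 5.19, all other SF and all HF libraries lower). Without them and 2 HF libraries with high endometrial gene levels LGALS3 (1.01) stayed called, and MMP14 (0.52), LGALS1 (0.38) and LAMB1 (0.14) did not. The camera test passed for primitive endoderm, epiblast and extracellular matrix at the preset correlation, each with an adjusted p = 0.58 with an estimated correlation.

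MHC class I and antigen processing had 3 of 19 genes higher and 1 lower in SF conceptuses (5 and 2 adjusted over the list alone): PSMB9 (1.49 ± 0.37), an immunoproteasome subunit, TAP1 (1.07 ± 0.29) and B2M (0.71 ± 0.21) rose, and PDIA3 (-0.67) fell. B2M and PDIA3 were not called with the block (adjusted p = 0.11 and 0.052). With the block PSMB9 (adjusted p = 0.023) and TAP1 (adjusted p = 0.041) stayed called, though not with counts summed per recipient (adjusted p = 0.069 and 0.086), and the list had an adjusted p = 0.038 in the preset camera test with the block, 0.083 without it and 0.58 with an estimated correlation. SF replicates 5, 6 and 9 scored 3.27, 3.25 and 3.65 in this list (other SF 2.39 to 2.91), and in HF only short replicate 2 (3.75) and long replicate 3 (3.32) were as high. Without these 5 libraries PSMB9 (1.76) and TAP1 (1.24) stayed called and B2M (0.82, adjusted p = 0.053) did not. Of 42 interferon-stimulated genes 2 rose and 1 fell, with a median of -0.01, and 0 were called with the block. Stromal markers had 2 of 11 lower, PDGFRB (-1.85 ± 0.40), a growth factor receptor, and DCN, neither called with the block (adjusted p = 0.072 and 0.13). HF long replicates 8 and 9 had the highest stromal scores (2.22 and 2.37, other HF long 0.82 to 1.84). Among 12 trophoblast secreted products TKDP2 (-4.24 ± 1.07), a trophoblast Kunitz domain protein, fell, but was at -1.98 with the block (adjusted p = 0.29) and at -2.02 in limma-voom without it. HF long replicate 8 stood apart in this list (score 4.03, other HF long 2.79 to 3.30). PAG12, a pregnancy-associated glycoprotein, was at -2.57 and was not called. These genes belong to families with uncertain read assignment. The means of IFNT2, an interferon tau gene, were 5581 ± 2890 CPM (SD) in SF and 8168 ± 3560 CPM in HF conceptuses.

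Large increases were seen in CGA, the shared alpha subunit of glycoprotein hormones (5.39 ± 0.96, from 0.686 ± 0.922 CPM, SD, to 26.4 ± 39.3 CPM), OLAH, a thioesterase of fatty acid synthesis (3.49 ± 0.59), and HMOX1, which degrades heme (2.73 ± 0.54). OLAH and HMOX1 were called also with the block (adjusted p = 0.024 and 0.029), as were PAGE4 (2.05 ± 0.37) and TSPAN32 (2.21 ± 0.42), both at an adjusted p = 0.023, whereas CGA was not (adjusted p = 0.075). FOXO4 (-4.24 ± 0.88), a forkhead transcription factor, fell and was also not called with the block (adjusted p = 0.13). With counts summed per recipient CGA (adjusted p = 0.028), FOXO4 (0.038), OLAH (0.031), HMOX1 (0.041), PAGE4 (0.034) and TSPAN32 (0.031) were called.

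In total edgeR called 1222 of 15678 genes between SF and HF conceptuses, 570 higher and 652 lower, of which 154 and 153 changed at least 2-fold. With the recipient as a random block, a limma-voom fit, 253 genes were called (145 higher, 108 lower), where limma-voom without the block called 825, and with counts summed per recipient 173 (105 higher, 68 lower), and 121 genes were called in all 3 fits. Of the genes above that were not called with the block, AMN, B2M, DCN, CGA, FOXO4, HAND1 and TKDP2 were not called by limma-voom without it either. With 1 conceptus per recipient, the first listed, edgeR called 0. Within the first sample sheet 987 genes were called, and within the second (3 SF and 4 HF short) 0, with 953 at an unadjusted p under 0.05. DESeq2 called 1925, and with columns given to samples by the descriptions 15 were called. Leaving out 1 recipient moved the count to 387 (SF recipient 755), 552 (SF recipient 748) or 739 (HF recipient 985).

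Transcripts abundant in endometrium were seen in part of the conceptus libraries. In 5 of them, SF replicates 5, 6 and 9, HF short replicate 2 and HF long replicate 3, 123 such genes reached a median of 0.435% to 0.666% of their endometrial level, against at most 0.22% in the other libraries. These genes were outside the lists, with a minimum of 100 CPM in endometrium and levels 200-fold lower in conceptuses. The low percents follow in part from that choice. A limit of 0.4% set the 5 libraries apart. MUC16 was at a median of 69.8% of its endometrial level in these 5 and DCN at 0.019%. Without the 5 libraries the SF against HF count was 921, 342 higher and 579 lower (37.1% higher, against 46.6%), of which 669 were shared with the 1222.

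**Figure D3:**
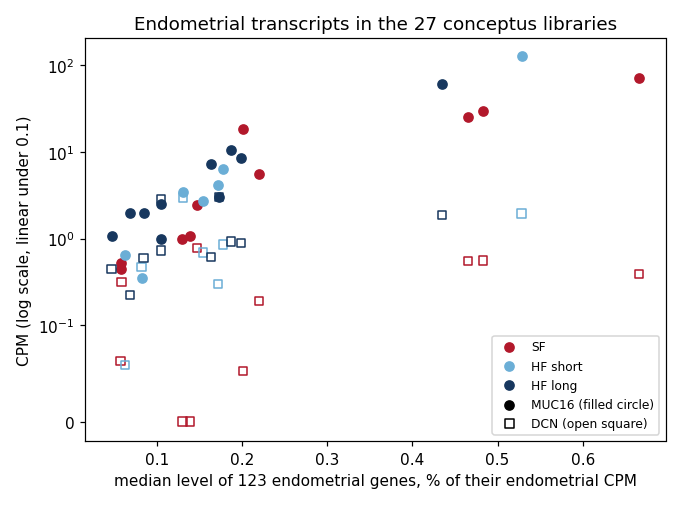
CPM of MUC16 (filled circles) and DCN (open squares) in each of 27 conceptus libraries against the median percent of the endometrial level of 123 endometrium-abundant genes. The 5 libraries at 0.435% to 0.666% stand to the right of all others, which reach at most 0.22%.

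**Figure D4:**
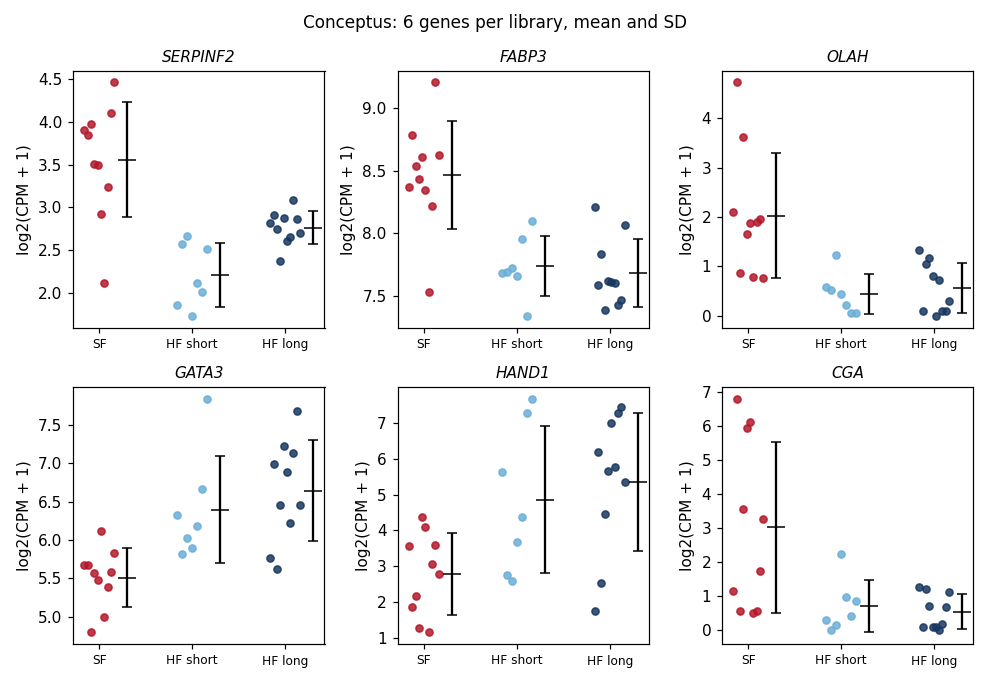
Expression of SERPINF2, FABP3, OLAH, GATA3, HAND1 and CGA as log2(CPM + 1) in each of 27 conceptus libraries, by SF, HF short and HF long, with 1 point per library and the group mean and SD. Mean SERPINF2 was 11.8 CPM in SF, 3.76 in HF short and 5.85 in HF long, and mean HAND1 was 8.02 CPM in SF and 63.8 and 69.7 in HF short and HF long.

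Against long HF conceptuses alone, 7 of 20 trophectoderm genes were lower in SF conceptuses (8 lower and 4 higher adjusted over the list alone), while the list had a median of 0.01 and passed neither camera test (adjusted p = 0.15 preset, 0.60 with an estimated correlation). Those that fell included GATA3 (-1.35 ± 0.27; 10 against 10 conceptuses), DLX5 (-1.39 ± 0.28) and DLX3 (-1.09 ± 0.25), another homeobox gene. PAGE4 rose by 2.39 ± 0.43, and FADS1, a fatty acid desaturase, fell by 1.64 ± 0.39. These 5 were called also with the recipient as a random block (adjusted p = 0.029, 0.029, 0.049, 0.026 and 0.035). CGA (5.59 ± 1.12), SPP1 (3.54 ± 0.94), a secreted integrin ligand, TKDP2 (-5.28 ± 1.09) and HAND1 (-3.37 ± 0.77) were called without the block, but with it their adjusted p was 0.11, 0.22, 0.23 and 0.066, and TKDP2 was at -2.44. Without the block limma-voom did not call CGA, SPP1 or TKDP2 either. Stromal markers had 4 of 11 lower, including COL1A2, at -3.16 without the block and at -1.82 with it (adjusted p = 0.37 with the block). The epiblast list had 1 of 10 higher (4 adjusted over the list alone). Both lists had an adjusted p = 0.60 with an estimated correlation. Neither passed the preset test with the block, where 0 members of either were called. HF long replicates 8 and 9 had the highest stromal scores (2.22 and 2.37, other HF long 0.82 to 1.84), the largest shares of RN7SL1 and RMRP (8.55% and 6.52%) and the highest first principal component (97.47 and 86.24). Limma-voom without the block did not call COL1A2, nor did edgeR without recipient 971 or 981, which gave these 2 libraries (adjusted p = 0.062 and 0.11). Of 3 ciliated cell markers 2 rose, DNAH9 (2.79) and DNAH5 (3.29), axonemal dyneins, neither called by limma-voom with the block (adjusted p = 0.16 and 0.13) or without it. The ciliated score was 0.45 and 0.73 in SF replicates 5 and 6, both of recipient 778, and 0.08 to 0.29 in the other SF libraries, and without the 5 libraries with high endometrial gene levels both genes fell below the count filter. In total 1454 of 16330 genes were called, 621 higher and 833 lower, and 424 with the block in limma-voom, which called 934 without it. Without SF recipients 755 or 748 the count was 373 or 672, and without HF recipients 981, 965, 971 or 811 it was 629, 863, 893 or 940. The sample sheet term of this fit called 817 genes, and no long HF conceptus was on the second sheet. Within the first sheet 1215 genes were called, DESeq2 called 2217, and the mapping by descriptions 0.

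Against short HF conceptuses, SERPINF2 was the 1 gene called (1.68 ± 0.26, adjusted p = 0.015; 10 against 7 conceptuses; 11.8 ± 5.11 against 3.76 ± 1.22 CPM, SD). Of 29 primitive and visceral endoderm genes 26 had positive fold changes (median 0.70), and 7 passed adjusted over the list alone, with HNF4A at 0.88 ± 0.18 and APOE at 1.05 ± 0.26. The list had an adjusted p = 0.17 with an estimated correlation. SF replicate 7 stood apart in it (score 2.36, other SF 3.0 to 3.68). HAND1 was at -2.36 ± 0.90 and OXTR at 4.57 ± 1.18, neither called by edgeR in the reported fit. Over the alternatives the adjusted p of OXTR ranged from 0.022 to 0.67 and that of HAND1 from 0.099 to 0.83. OXTR was highest in SF replicate 9 (17.9 CPM), followed by replicates 5 (6.4 CPM) and 6 (2.07 CPM), the 3 SF libraries with high endometrial gene levels. Extracellular matrix genes had 4 of 27 higher and trophectoderm genes 3 of 20 lower adjusted over the list alone, and the epiblast list a median of 0.67. Extracellular matrix and epiblast lists each had an adjusted p = 0.71 with an estimated correlation. At an unadjusted p under 0.05 there were 1468 genes, where 816 were expected by chance. DESeq2 called 125 and limma-voom 162, and the fit with the recipient as a random block called 0, as did that on the first sheet alone. Of 19 fits with 1 recipient left out, 10 moved the count by more than 1.5 times, from 0 to 47 (without SF recipient 910).

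Within HF recipients, short conceptuses were compared with long ones. Primitive and visceral endoderm genes had negative fold changes in 24 of 29 members (median -0.47). SERPINF2 was at -0.71 ± 0.28 (7 against 10 conceptuses) and HNF4A at -0.47 ± 0.19. With the recipient as a fixed block, that is, within recipients that gave both, these 2 genes changed sign (SERPINF2 0.04, HNF4A 0.05). HF long replicates 8 and 9 were highest in the endoderm list (scores 3.78 and 3.78, other HF long 2.84 to 3.21, HF short 2.29 to 3.12). Stromal markers had a median of -0.63 (LUM, a proteoglycan, at -2.84 ± 0.94), with HF long replicates 8 and 9 highest (scores 2.22 and 2.37, other HF long 0.82 to 1.84), lipid metabolism genes of -0.19, 3 ciliated cell markers of 1.47 and interferon-stimulated genes of 0.89. The interferon list stood beside 1 recipient: both conceptuses of HF recipient 825 were high, at scores of 3.35 in the short one (others 1.41 to 1.79) and 2.76 in the long one (others 1.41 to 1.99). At an estimated correlation, the adjusted p = 0.36 for the endoderm, stromal, lipid and ciliated lists and 0.72 for the interferon list, which also lost the preset test with the recipient as a random block. Of 16330 genes edgeR called 0, with 599 at an unadjusted p under 0.05, where 816 were expected by chance, DESeq2 called 2 and limma-voom 0.

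Lengths were given in titles for 20 conceptuses, 9 of 10 SF, 6 of 7 HF short and 5 of 10 HF long. SF conceptuses were 4.74 ± 3.72 cm long (SD, n = 9) and HF conceptuses 7.02 ± 5.38 cm (SD, n = 11), a difference of -2.27 cm (two-sided exact permutation test, p = 0.297). Means per recipient differed by -3.44 cm (3.99 ± 2.85 against 7.43 ± 3.68 cm, SD, n = 6 each, exact permutation p = 0.0974). The HF conceptuses without a length were mostly long ones, so that both differences may be understated. Along log2 length, with class and sheet in the fit, APOE had a slope of 0.60 ± 0.13 and APOA1, another apolipoprotein, of 0.53 ± 0.14, both higher adjusted over the list alone (2 of 25 endoderm genes). Trophoblast secreted products had positive slopes in 11 of 12 members (median 0.37), such as PAG7 at 0.76 ± 0.29. The longest conceptus, HF long replicate 8 (17 cm), also stood apart in this list (score 4.03, other HF long 2.79 to 3.30). With an estimated correlation the adjusted p = 0.64 for the endoderm list and 0.59 for the trophoblast list, and with the recipient as a random block the trophoblast list lost the preset test. In this fit edgeR called 0 of 15592 genes, with 1957 at an unadjusted p under 0.05, where 780 were expected by chance, DESeq2 called 61 and limma-voom 0, and without the sheet term edgeR called 923. Lengths were 1.2 to 4 cm on the second sheet and 2 to 17 cm on the first. The 0 and the 923 calls therefore cannot be parted into sheet and length. Within the first sheet alone edgeR called 0, with 2480 at an unadjusted p under 0.05.

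In 8 recipients both tissues were sequenced, and the question was whether reads of interferon tau genes in the conceptus went with the endometrial interferon list. Pearson's r was 0.496 (exact permutation p = 0.214) and Spearman's rho 0.357 (exact permutation p = 0.389), and without the 2 recipients farthest from the median r was -0.0142 (exact permutation p = 0.978). Within classes r was 0.196. Over 2 relations tested across recipients, this one had an adjusted p of 0.21 (Spearman 0.39), and it did not hold. The median of the list in place of its mean was also tried and is not counted in these 2. It gave r 0.524 (exact permutation p = 0.183) and rho 0.595 (exact permutation p = 0.132). Without the 2 farthest recipients that r was -0.0492 (exact permutation p = 0.933).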

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

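The tests of explanations in this part were chosen after the results were seen, whereas the search for outlying libraries and the interaction test followed rules set beforehand. In 162 tests over groups of 5 to 10 libraries, 16 list scores, from 10 libraries, stood apart from the rest of their group by Dixon's criterion, where chance gives about 8 (1 in 20).

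Part of these belong to P-SF replicate 5, which scored 5.77 for uterine secretory genes (others 5.35 to 5.45), 2.81 for ciliated cell markers (others 4.36 to 4.99) and 6.13 for glycolysis (others 5.84 to 5.89). P-SF replicate 5 and P-HF replicate 1 also lay with the other class on the first principal component, and did so without the interferon and MHC list genes (67.78 against 54.66 to 59.96 in P-HF replicates 2 to 5, and 22.15 against 8.76 to 19.87 in P-SF replicates 1 to 4). Library depth is argued against as the cause, since their totals of 18.2 and 23 M reads lay within the 17.1 to 27.3 M reads of the others. A difference in the strength of the response to the conceptus may account for part of it: the interferon score of P-SF replicate 5 was 8.77 (other P-SF 7.45 to 7.97) and that of P-HF replicate 1 was 7.42 (other P-HF 8.19 to 8.56). An exchange of the 2 labels stays open: exchanging them gives 1284 called genes, a test that is void because the 2 were picked for this trait, while the stromal scores of both lay nearer their own class (7.99 against 7.63 to 8.20 in other P-HF, 8.37 against 8.40 to 8.60 in other P-SF), which a single library could also do by itself, and P-SF replicate 5 lay apart from both classes on the second component (41.22, other pregnant libraries -21.19 to -3.79). On that component NP-HF replicates 4 and 5, NP-SF replicates 2 and 3 and NP-IF replicate 5 also lay high (25.38 to 46.90). With P-SF replicate 5 they had the lowest ciliated scores of the 25 endometrium libraries (2.81 to 4.18, others from 4.22). The place of P-SF replicate 5 there was thus shared with libraries of every class. It says little about an exchange, and its cause was not tested.

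A second set belongs to HF recipient 825. Its short conceptus scored 3.35 for interferon-stimulated genes (others 1.41 to 1.79), 3.75 for MHC class I (others 2.33 to 2.55) and 4.24 for uterine secretory genes (others 2.94 to 3.28), and its long conceptus 2.76 (others 1.41 to 1.99), 3.32 (others 2.23 to 2.64) and 4.03 (others 2.90 to 3.44). These are 2 of 5 conceptus libraries, with SF replicates 5, 6 and 9, in which 123 genes abundant in endometrium reached a median of 0.435% to 0.666% of their endometrial level, against at most 0.22% in the other conceptuses.

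Whole endometrium mixed into those 5 libraries is argued against by DCN, LUM, COL1A2 and COL3A1, whose median was 0.0183% to 0.179% of the endometrial level (0.0462% in the middle library), below that of the 123 genes in 20 of 20 values, and 0.0413% to 0.348% against the lowest endometrium library of each gene, though the 2 tissues were extracted with different reagents. In the other conceptuses these 4 reached 0.408%, and all 14 stromal markers were at 0.329% in the 5 libraries and 0.171% in the others. Uterine epithelium stays open: over 19 recipients the score of ciliated cell markers, a list with no member in the uterine one and with 1 of 12 members past the filter in SF against HF conceptuses, went with the uterine score (Pearson's r 0.476, permutation p = 0.046; Spearman's rho 0.474, permutation p = 0.043; without the 2 farthest recipients 0.529, permutation p = 0.013), with an adjusted p of 0.092 (Spearman 0.085) over 2 relations tested. The sign held within each sample sheet but neither value passed alone (r 0.401, permutation p = 0.085, 16 recipients on the first sheet; r 0.599, permutation p = 0.2, 6 recipients on the second), with ciliated scores of 0.15 to 0.73 in the 5 libraries and of at most 0.29 in the others. Expression of these genes by the conceptuses themselves was not tested.

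The other outlying scores were as follows. NP-SF replicate 5 scored 5.35 for interferon-stimulated genes (others 4.34 to 4.55). P-HF replicate 4 scored 5.74 for extracellular matrix (others 6.13 to 6.28). P-HF replicate 5 scored 3.21 for trophectoderm genes (others 2.97 to 3.02). NP-HF replicate 4 scored 2.89 for immune cell markers (others 2.36 to 2.45). NP-IF replicate 5 scored 3.62 for ciliated cell markers (others 4.53 to 4.81). HF long replicate 8 scored 4.03 for trophoblast secreted products (others 2.79 to 3.30). SF conceptus replicate 7 scored 2.36 for primitive endoderm genes (others 3.0 to 3.68). The pregnancy change of CILP was called by edgeR as different between classes (interaction 1.38), but only 10 of 27 alternatives kept the call. Chance cannot be excluded for it, since 6 of 100 splits of the libraries called as many genes.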

How the results depend on the processing

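Alternatives that left out a recipient, used the second sheet, used limma-voom without weights, left out or adjusted for conceptuses with high endometrial gene levels, or left out P-HF replicate 1 with P-SF replicate 5 were chosen after the data were seen, and the others were planned. The pregnancy count in HF heifers stayed within 1.5 times of 4081 in every alternative run, and the smallest and largest counts were 2999 (only those 2 groups fitted) and 4663 (DESeq2), and 3119 to 4400 with 1 library left out. The counts of the other comparisons moved as follows, and the cause was not tested except where samples or genes were fewer. In simulations of P-SF against P-HF 39.4%, 54.5% and 86.4% of genes changed 1.5-fold, 2-fold and 4-fold were recovered.

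With DESeq2 the counts were 4 (NP-SF against NP-HF), 2 (NP-IF against NP-HF), 10 (NP-IF against NP-SF), 1210 (P-SF against NP-SF), 95 (P-SF against P-HF), 3 (interaction), 1925 (SF against HF), 2217 (SF against HF long), 125 (SF against HF short), 2 (HF short against HF long) and 61 (length). With limma-voom they were 24 (P-SF against P-HF), 0 (interaction) and 162 (SF against HF short), and 57% of SF against HF calls were higher, against 46.6% in the reported fit. Without a filter the interaction had 0 and the length trend 2. SF against HF short had 13 with other size factors, 14 with a strict filter, 19 without the sheet term, 0 on the first sheet (57.4% of SF against HF calls were higher there) and 0 without the libraries with high endometrial gene levels. On the second sheet, with 7 libraries, SF against HF and SF against HF short had 0, and TMEM35 (-0.48) and PFKFB3 (-0.05) changed sign in SF against HF. The length trend had 923 without the sheet term, which cannot be parted into sheet and length. The mapping by descriptions gave 15 for SF against HF, 0 for SF against HF long and 0 for SF against HF short, with LAMB1 at -0.02 in SF against HF and LUM at 0.72 in HF short against HF long, both of the opposite sign.

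Conceptuses of 1 recipient are paired by the animal number of that recipient. With the recipient as a random block in limma-voom the counts were 253 (SF against HF, correlation 0.317), 424 (SF against HF long, correlation 0.295) and 0 (SF against HF short), and limma-voom without weights or block gave 825, 934 and 1. With counts summed per recipient, which pooled both sheets for recipients 690, 971 and 985, SF against HF had 173. With the first-listed conceptus it had 0, and SF against HF long 685. With the recipient as a fixed block HF short against HF long had 1, and HNF4A (0.05) and SERPINF2 (0.04) changed sign.

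Without P-HF replicate 1 and P-SF replicate 5 the counts were 508 (P-SF against NP-SF), 634 (P-SF against P-HF) and 45 (interaction). Both were picked because they lay with the other class, so that the 634 and 45 calls do not test a class difference. With 1 replicate left out the ranges were 0 to 0 (NP-SF against NP-HF), 0 to 1 (NP-IF against NP-HF), 0 to 0 (NP-IF against NP-SF), 425 to 845 (P-SF against NP-SF), 0 to 116 (P-SF against P-HF) and 0 to 1 (interaction). With 1 recipient left out they were 387 to 1809 (SF against HF), 373 to 2110 (SF against HF long), 0 to 47 (SF against HF short) and 0 to 0 (HF short against HF long).

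With an estimated correlation the lists past the threshold went from 9 to 0 (NP-SF against NP-HF), 6 to 0 (NP-IF against NP-HF), 1 to 0 (NP-IF against NP-SF), 9 to 1 (P-HF), 5 to 2 (P-SF), 8 to 0 (P-SF against P-HF), 5 to 0 (interaction), 3 to 0 (SF against HF), 5 to 0 (HF short against HF long), 2 to 0 (SF against HF long), 3 to 0 (SF against HF short) and 2 to 0 (length). At an adjusted p under 0.01 the overlap of pregnancy changes between classes was 363 genes, against 713. Of 61 genes named for SF against HF, their alternatives gave 1509 values on the same side of the threshold, 531 that lost the call, 11 that gained it and 3 of the opposite sign.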

Other observations

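The tests of other splits of the samples and of explanations in this part were written down after the results were seen.

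In the endometrium, some lists made for the conceptus or for other cells gave few calls. Of 11 ciliated cell markers 0 were called by edgeR in P-HF against NP-HF and 0 in P-SF against NP-SF, and of 24 cell cycle genes 1 fell in P-HF, TYMS (-0.58 ± 0.13), which makes thymidylate. Of 10 smooth muscle markers 1 rose and 1 fell in P-HF. Of 3 tested red blood cell markers and 3 tested trophoblast secreted products 0 were called in either class. In P-HF the trophectoderm list had 1 of 18 higher, KLF5 (0.64), an epithelial transcription factor, and 2 lower. Trophoblast transcripts were near 0 in the endometrium: mean IFNT2 was 2.98 CPM in P-HF and 2.79 CPM in NP-HF.

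In SF against HF conceptuses, other lists had few called members. Of 21 glycolysis genes 2 rose, PFKFB3 (1.15), an activator of glycolysis, and PKM (0.35), pyruvate kinase, and HK1 (-1.02), hexokinase, fell, none of them called with the recipient as a random block (adjusted p = 0.062, 0.073 and 0.13). Of 37 lipid metabolism genes 3 rose and 3 fell, and 2 and 1 with the block. Of 24 cell cycle genes TYMS rose by 0.43 ± 0.08 (adjusted p = 0.025 with the block). EGFR (-0.66) and FGFR2 (-1.04), growth factor receptors, were the 2 of 14 receptors that fell, neither called with the block (adjusted p = 0.059 and 0.13). HK1 and FGFR2 were not called by limma-voom without the block either. Of 35 uterine secretory genes 3 rose and 1 fell, of 6 immune cell markers 1 rose, of 15 epithelial markers 1 rose, of 16 prostaglandin and glucocorticoid genes 1 fell, of 13 mesoderm genes 2 fell, of 8 uterine cell transcripts 1 fell, and of 5 endothelial, 9 smooth muscle, 2 red blood cell and 1 ciliated markers 0 were called. With the block 1 mesoderm gene fell, and 0 members of the secretory, immune, epithelial, prostaglandin and uterine lists were called.

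Other splits of the same libraries were fitted to see whether chance can be excluded as the source of each count. It can for P-HF against NP-HF, where 1 of 100 splits, the real one, called as many as the real 4081 and the highest other called 1686, for P-SF against NP-SF (798, highest other 4) and for SF against HF long (1454, highest other 144 among 60 splits that kept recipients whole). By the same count it can for SF against HF (1222, 1 of 60), but with a narrow margin over the highest other (1166), while leaving out 1 recipient moved the count from 387 to 1809. Another 40 splits of SF against HF and of SF against HF long, which parted conceptuses of the same recipient, called at most 69 and 0. Chance cannot be excluded for the interaction (1, highest other 187, 6 of 100) or for SF against HF short (1, highest other 380, 15 of 60). Where the real split called 0 genes every split calls as many, so that the test says nothing: this holds for NP-SF against NP-HF (highest other 4), NP-IF against NP-HF (highest other 5), NP-IF against NP-SF (highest other 1) and P-SF against P-HF (highest other 1284), each with 100 of 100, and for HF short against HF long (highest other 3, 60 of 60). Splits with many more calls than the real one point to a structure of the samples: the split of pregnant endometrium with 1284 exchanged P-HF replicate 1 and P-SF replicate 5, and splits of conceptuses reached 380 in SF against HF short and 428 in HF short against HF long.

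The difference between SF and HF conceptuses was weighed against 3 technical explanations. The sample sheet is argued against as the whole cause, since 987 genes were called within the first sheet, where no sheet term is needed, though 0 were called among the 7 libraries of the second. A wrong mapping of columns, with the descriptions right and the titles wrong, is argued against by the pairs of conceptuses from 1 recipient: over the 6 pairs that only the titles make, residuals correlated at a median of 0.268 (one-sided p = 7e-04 against random pairs), and over the 6 that only the descriptions make at -0.104 (one-sided p = 0.49), while over all 8 pairs the ranges overlapped (0.0151 to 0.70 and -0.201 to 0.677). Counting conceptuses of 1 recipient as separate samples could account for part of the 1222 calls and stays open: with counts summed per recipient 173 genes were called, with the recipient as a random block in limma-voom 253 (825 without the block) and with 1 conceptus per recipient 0, with fewer samples in the first and last of these. Summing also pooled libraries of both sheets for recipients 690, 971 and 985. Leaving out the sheet term alone gave 975 calls in the unsummed fit, so that the 173 do not test this explanation alone. The fertility class of the recipient remains as an untested biological explanation, next to conceptus length, which was known for 20 of 27 conceptuses.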
